A study of Mus musculus with 2 samples. Its data were reported in "Lnc-C/EBPβ Modulates Differentiation of MDSCs Through Downregulating IL4i1 With C/EBPβ LIP and WDR5" (2019).

How the data were processed

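The series held 2 arrays of mouse bone marrow cultures, 1 for each siRNA. Bone marrow cells of C57BL/6 mice were transfected with a control siRNA or with an siRNA against the long non-coding RNA that the labels call lncMDSC (silncMDSC; the study's lnc-C/EBPβ), kept for 4 days with GM-CSF and IL-6, which drives the cells towards myeloid-derived suppressor cells (MDSCs), and used for total RNA. Per the labels, 6 µg of total RNA was made into biotin-labelled cRNA. According to the methods it was hybridised to the Affymetrix Mouse Genome 430 2.0 array, on which each transcript is read by 1 or more probe sets.

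The values deposited by the authors were probe set intensities, 1 column per array. The submitters' processing notes name RMA, and no version of it is given in the sources used here. RMA usually returns log2 values, whereas the deposited intensities were linear, with a lowest value of exactly 1 on both arrays and a highest value of 13983 on the control array and 13880 on the silncMDSC array. A return to the linear scale and a lower limit therefore came after RMA or in its place, and which of these was done is not given in the sources used here. The direction of each value is plain because each array holds 1 sample. The lowest value was held by 30 probe sets on the control array and 25 on the silncMDSC array. The scanner files were not used here, so the background correction and probe set summary could not be changed.

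The study's methods name limma with a 2-fold threshold and an adjusted p. With 1 array per group there are no residual degrees of freedom, so no test was run, no p is given, and each difference is described by its size alone. Differences were taken as log2(intensity + 1) of the silncMDSC array minus that of the control array, and folds are on that scale, which slightly understates the folds of dim probe sets. The number of arrays limits the precision. To give each difference a scale, it was set against the differences of the 1000 genes nearest in mean level. That spread mixes probe noise with real differences of other genes and does not stand for replicate error.

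Of the 45037 probe sets left after 64 Affymetrix control probe sets were set apart, 34945 had 1 gene symbol in the platform annotation, 932 had several and 9160 had none. Symbols were checked through Entrez identifiers against a RefSeq gene table of assembly GRCm38.p6, in which 34741 of the probe sets with 1 symbol were found, and no symbol needed updating. Genes were named only from probe sets with 1 symbol. A gene was read from its probe set with the highest mean over both arrays, which gave 18193 genes. A gene was analysed when the higher of its 2 values reached the median of all probe sets of both arrays, an intensity of 78.4 called the floor. This left 11920 genes and 23193 probe sets. Array positions carry no genome build, so no coordinates are given.

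Genes are named in the text by a rule fixed before the data were examined. It takes the 12 genes most above and the 12 most below control whose other probe sets above the floor differ in the same direction, the genes the study is about, up to 4 members of each list with the largest differences plus any member at least 2-fold apart, and Xist, Tsix and Y-linked genes. Other members of a list are given where they help to describe it and were then chosen after their values were seen. There were 35 lists, also fixed before the data were examined, for myeloid cell types and states, other cell types that bone marrow cultures hold, and pathways. Members above the floor were counted as at least 1.5-fold higher, at least 1.5-fold lower or between. The median difference of each list was placed among 10000 random lists of the same size, drawn from genes above the floor in the same 20 bins of mean level. Its place describes these 2 arrays and is no test between the conditions.

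Each result was computed again with the arrays centred on their median difference, with a loess trend on level removed (span 0.3), after another quantile normalization, with a pseudocount of 16, with no floor, with a floor at the 75th percentile or on the mean of the arrays, with the mean of all probe sets of a gene, without probe sets that can cross-hybridise (identifiers ending in _x_at or _s_at), with thresholds of 1.5-fold and 3-fold, and, for lists, without the member farthest from the median, without members that another list also holds, and with 5 bins of level.

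The procedure was tested on simulated data made from the levels and spread of the 11920 genes, with 200 genes changed by known folds. At the 2-fold threshold it called 100% of the genes changed 2.5-fold, 100% of those changed 4-fold, 100% of those changed 8-fold and 0% of those changed 1.5-fold, and 0 unchanged genes. The simulated spread does not stand for replicate error, so these rates check the calculation and do not estimate false calls between the cultures. Of 200 random lists of 20 genes, 3% lay outside the central 95%, and 50 of 50 lists shifted by 0.25 (log2) lay above it. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.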

Results

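The question behind these data was which genes depend on the long non-coding RNA lnc-C/EBPβ while bone marrow cells become MDSCs, a mixed population of immature neutrophil-like and monocyte-like cells that restrain T cells. Gene expression was measured once in a culture given control siRNA and once in a culture given silncMDSC. There was 1 array per group, so no difference below has a replicate check, and each describes these 2 arrays. No probe set is named here for the targeted RNA itself, so its knockdown was not analysed here. The 2 arrays were close to each other, with median intensities of 77.9 in control and 79.0 in silncMDSC, and 97.6% of the 11920 genes above the floor lay within 1.5-fold. Their log2 values correlated with Pearson r = 0.988 across these genes, which are not independent replicates. The median difference was -0.002 and its robust SD (scaled median absolute deviation) 0.18. Affymetrix hybridisation spikes were slightly higher on the silncMDSC array (median difference 0.11 over 18 probe sets), as were the poly-A spikes (0.16 over 27 probe sets). The 3' minus 5' difference of the control probe sets, a sign of RNA integrity, differed between the arrays by 0.08 for beta-actin and 0.02 for Gapdh, and by 0.50 for the transferrin receptor and -0.06 for pyruvate carboxylase, whose 5' probe sets were below the floor on both arrays.

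The genes farthest apart between the cultures included the chemokines Cxcl5, Ccl7 and Ccl2, lower in silncMDSC, and Ccl24 and Retnla, higher in it. Ccl24, an eosinophil attractant, had an intensity of 125 in control and 546 in silncMDSC, 4.33-fold higher. Retnla, a secreted protein of alternatively activated macrophages, was 3.23-fold higher, and the glycolytic enzyme Aldoc 2.99-fold higher. At the other end, Cxcl5, a neutrophil attractant, had 128 in control and 23.6 in silncMDSC, 5.25-fold lower, and the monocyte attractants Ccl7 and Ccl2 were 3.18-fold and 2.47-fold lower. In all, 20 genes were at least 2-fold higher and 16 at least 2-fold lower.

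The other genes most above control were Klk1b11 (log2 difference 1.44), Cth, which makes cysteine (1.36), Asgr2, a galactose-binding lectin (1.32), Tnfrsf9, the co-stimulatory receptor 4-1BB (1.30), Mgarp, a mitochondrial protein (1.26), Pik3ip1, an inhibitor of PI3-kinase (1.22), Htra3, a secreted protease (1.18, but 0.13 on its other probe set above the floor), Scd1, a fatty acid desaturase (1.10), and Alpk2 (1.10). The other genes most below control were Ndufaf4, an assembly factor of respiratory complex I (-1.28), the chemokines Ccl12 (-1.24) and Cxcl2 (-1.15), the prostaglandin-making enzyme Ptgs2 (-1.16), Nolc1, a nucleolar protein (-1.11), the lipid receptor Cd36 (-1.08), Kbtbd8 (-1.08), Srm, which makes spermidine (-1.08), and the cytokine Il1a (-1.06). For each of these 24 genes, at most 4 of the 1000 genes nearest in mean level were as far apart. The genes were chosen for their size, so this follows largely from the choice. Cxcl5, Ptgs2 and Kbtbd8 were below the floor on the silncMDSC array and Cth and Mgarp on the control array, so the sizes of these 5 are the least certain. Over all 23193 probe sets above the floor, 26 were at least 2-fold higher and 28 at least 2-fold lower. Of 15 genes at least 2-fold apart that had another probe set above the floor, 15 had the next brightest one on the same side, although Sdc1 had a further one at -0.005.

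**Figure D1:**
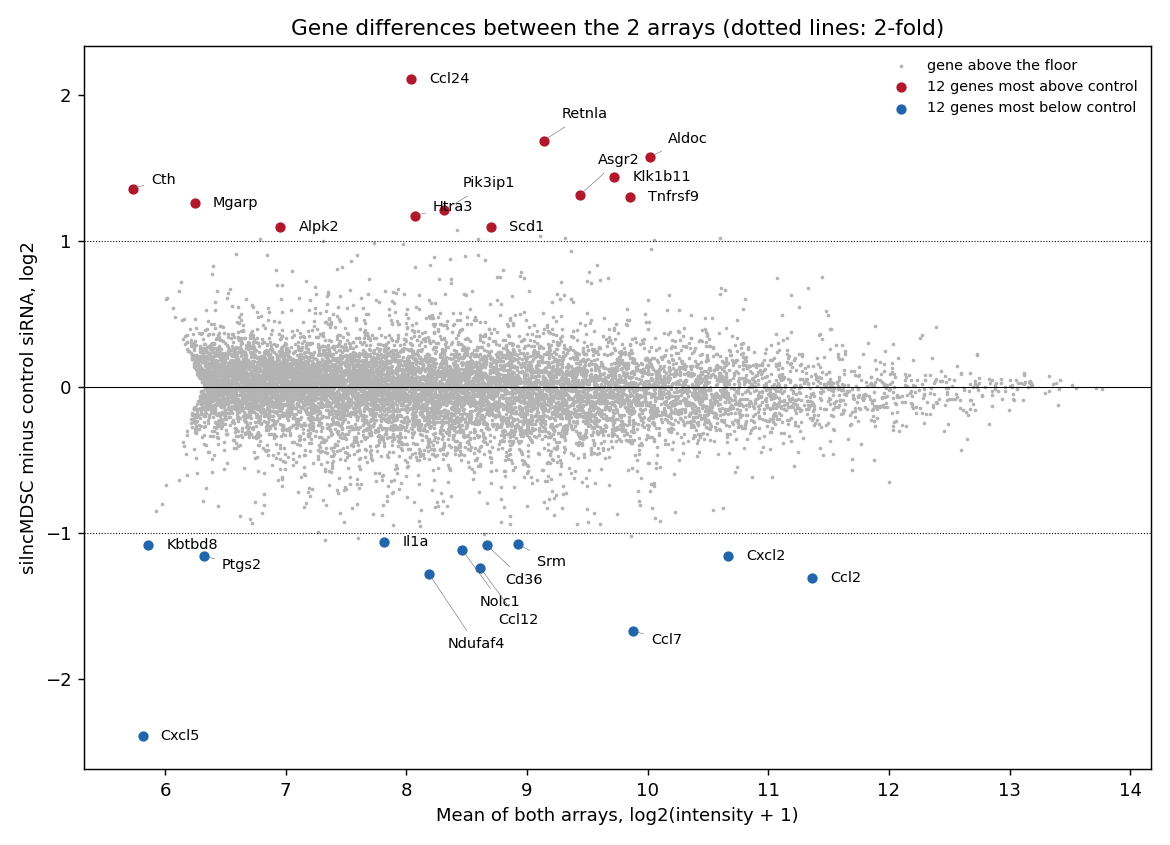
Each grey point is 1 of the 11920 genes above the floor, with its mean level over both arrays (x axis, log2(intensity + 1)) against the silncMDSC minus control difference (y axis, log2). The 12 genes most above control (red) reach 2.11 for Ccl24 and the 12 most below (blue) reach -2.39 for Cxcl5.

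Il4i1, the secreted amino acid oxidase that the study took forward from these arrays, was read by 2 probe sets that disagreed. Probe set 1419192_at had an intensity of 230 in control and 554 in silncMDSC, 2.40-fold higher, and ranked 11 from the top among the 23193 probe sets above the floor. The annotation gives this probe set to Il4i1 and also to Il4i1b, an overlapping record that starts in the neighbouring gene Nup62, so it cannot be credited to either alone. Probe set 1437612_at, annotated to Il4i1 only, had 73.3 and 68.7, both below the floor, a difference of -0.09. Because the gene was chosen on these arrays, its difference is not independent evidence.

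The other genes of the study's account differed little on these arrays. For Stat3, Stat5, S100a8, S100a9, E2f3 and Irf8, the paper's proposal of modulation came from another experiment, with an shRNA or added lnc-C/EBPβ. Those data were not used here, so the values below do not test that proposal. Cebpb, the transcription factor that lnc-C/EBPβ is described as binding, had 3337 in control and 3001 in silncMDSC (-0.15), and Wdr5, a core part of histone H3K4 methyltransferases, was 1.27-fold lower (-0.34). The cell cycle factor E2f3 was lower by more (-0.58), though its other probe set above the floor gave only -0.15. Stat3 (0.16), Stat5a (0.11), Stat5b (0.28), Irf8 (0.04) and Ddit3, which encodes CHOP (-0.10), were all within 1.5-fold. S100a8 and S100a9, neutrophil proteins, differed by -0.01 each, a sign that turned with a loess trend on level removed, at the top of the intensity scale, where S100a9 was the brightest probe set of both arrays and a difference is easily compressed. The list of these genes had 10 members above the floor, 0 of them more than 1.5-fold apart, and a median of -0.01 that was above 5708 of 10000 random lists.

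Genes of mature macrophages were lower in the silncMDSC culture, while genes of antigen presentation by dendritic cells were higher. Of 21 macrophage genes above the floor, 6 were at least 1.5-fold lower and 0 higher. The mannose receptor Mrc1 was 1.91-fold lower, the scavenger receptor Msr1 1.88-fold, the lipid carrier Apoe 1.84-fold and the transcription factor Maf 1.81-fold. The list was uneven. Adgre1, which encodes the macrophage marker F4/80, had 3070 in control and 3068 in silncMDSC. The complement gene C1qa differed by -0.03, but C1qb and C1qc differed by -0.25 and -0.23. The list's median of -0.25 was below each of 10000 matched random lists. Of 21 dendritic cell and MHC class II genes, 7 were at least 1.5-fold higher and 0 lower, with a median of 0.39 above each of 10000 random lists. They included the class II chain H2-Eb1 (0.75), the class II activator Ciita (0.70, with 0.38 and 0.09 on its other probe sets), the integrin Itgax (0.66) and the lymph node homing receptor Ccr7 (0.64), and H2-Aa had 4661 in control and 6210 in silncMDSC.

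Genes of alternative, IL-4-type macrophage activation were higher on the whole. Of 19, 4 were at least 1.5-fold higher and 1 lower, and the median of 0.27 was above each of 10000 random lists. Beside Ccl24 and Retnla, the lectin Mgl2 was 2.04-fold higher and the chemokine Ccl17 1.59-fold, whereas Mrc1 was the 1 member at least 1.5-fold lower, and the abundant Chil3 (0.03) differed little. The list shares 11 members with other lists, and its median ran from 0.22 to 0.50 over the other settings. Monocyte genes were slightly higher on the whole, with a median of 0.14 above 9994 of 10000 random lists. The differences were small, with 0 of 18 at least 1.5-fold higher and 1 lower. Crip1 (0.53), Cx3cr1 (0.37, below the floor in control) and the chemokine receptor Ccr2 (0.34) were the farthest up, and Vcan, a matrix proteoglycan, was 2.01-fold lower with all 3 of its probe sets above the floor on that side. The paper defines monocytic MDSCs by the marker Ly6C. Its probe set 1421571_a_at is annotated to both Ly6c2 and Ly6c1 and was therefore not counted in this list. It was nearly level, with 8777 in control and 8671 in silncMDSC (-0.02), though so bright that a difference is easily compressed.

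**Figure D2:**
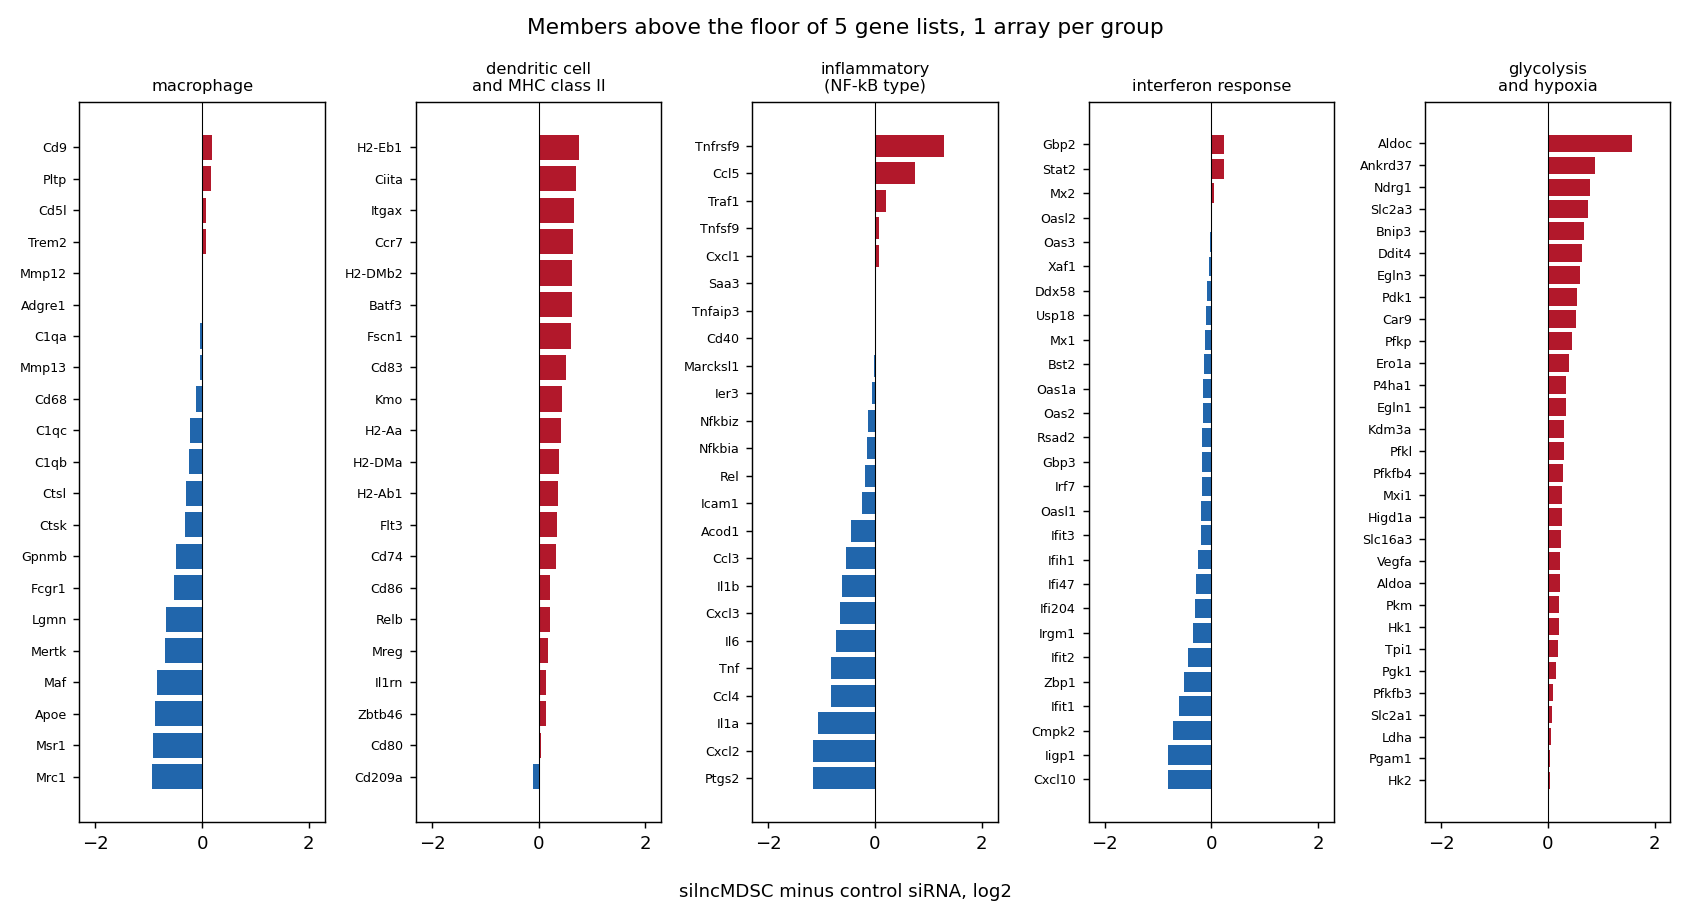
Bars show the silncMDSC minus control difference (x axis, log2, 1 array per group) of each member above the floor of 5 gene lists. All 30 glycolysis and hypoxia genes lie above 0 and 20 of 21 dendritic cell genes do, while 23 of 27 interferon response genes lie below 0.

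Inflammatory genes of the NF-κB type were lower on the whole in the silncMDSC culture, but unevenly. Of 24, 8 were at least 1.5-fold lower and 2 higher, and the median of -0.17 was below 9995 of 10000 random lists, and ran from -0.35 without cross-hybridising probe sets to -0.13 without shared members, still outside the central 95%. Ptgs2, Cxcl2 and Il1a were more than 2-fold lower, and the cytokines Tnf and Il6 differed by -0.82 and -0.72. Tnfrsf9 and the T cell attractant Ccl5 (0.75) went the other way. Of the 14 members between, Tnfaip3 (-0.003), Cd40 (-0.01), Saa3 (0.005) and Ier3 (-0.05) were nearly level, while Ccl3 (-0.55) and Acod1 (-0.46) were lower. Cxcl1 was uncertain, since its brightest probe set differed by 0.07 and its other 2 by -1.22 and -0.85. Interferon response genes were lower as well, with 4 of 27 at least 1.5-fold lower, 0 higher and a median of -0.18 below 9997 random lists. The chemokine Cxcl10 (-0.82, but below the floor in silncMDSC, so its size is less certain), the GTPase Iigp1 (-0.81) and Ifit1 (-0.61) led them. Cmpk2 (-0.72) had another probe set at 0.11. Chemokines and their receptors split, with 4 of 24 at least 1.5-fold higher, 7 lower and a median of -0.01 above 5997 random lists. That median ran from -0.11 to 0.07 over the other settings and was outside the central 95% with no floor. Cxcl5, the gene farthest below control, was not in this list. Immediate early genes had 3 of 17 at least 1.5-fold lower, Fos (-0.83), Myc (-0.78) and Egr1 (-0.67), with Dusp1 at -0.44, but their median of -0.09 was above 1156 of 10000 random lists and so within the central 95%. Without members shared with other lists it was -0.19, outside it. The targets of IL-6/STAT3 and GM-CSF/STAT5 signalling, which also include Fos and Myc, had a median of -0.07 over 23 genes, above 1392 random lists. Osm (-0.52) and Socs1 (-0.52) were lower among them. Without members shared with other lists the median of these targets was -0.08, still inside the central 95%.

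Every glycolysis and hypoxia gene above the floor was higher in silncMDSC. Of the 30, 7 were at least 1.5-fold higher, and the median of 0.29 was above each of 10000 random lists. After Aldoc came Ankrd37 (0.88), Ndrg1 (0.79, from 0.19 to 0.66 on its other probe sets) and the glucose transporter Slc2a3 (0.75), all induced by low oxygen, and the mitophagy gene Bnip3 was 1.61-fold higher, whereas Ldha (0.07) and Hk2 (0.04) were nearly level. Other metabolic lists differed less. Sterol and fatty acid synthesis genes had a median of 0.05 over 26 genes, above 9790 random lists, with Scd1 at 1.10, Fads1 at 0.30, Scd2 at 0.30 and Hsd17b7 at -0.63. Lipid uptake and PPARγ genes had a median of -0.12 over 14 genes, above 422 random lists, with Cd36, Fabp4 (-0.73), Abca1 (-0.55) and Fabp5 (-0.36) lower, and the list left the central 95% with the loess trend removed. Aryl hydrocarbon receptor genes had a median of 0.15 over 6 genes, above 9778 random lists, with Cyp1b1 (0.36), Ahrr (0.29) and Ahr (0.23) higher and Nqo1 (-0.22) lower. Over the other settings the aryl hydrocarbon receptor median ran from 0.06, with no floor, to 0.23. Its place among random lists and that of the sterol list were lost under some of these settings. Oxidative stress genes had a median of -0.08 over 13 genes, above 1584 random lists, with Txnrd1 (-0.33), Nqo1, Gclc (-0.21) and Srxn1 (-0.16) lower, but the median was -0.15 and outside the central 95% with the mean of probe sets. Genes of the unfolded protein and amino acid stress response had a median of 0.03 over 27 genes, above 8806 random lists. Among the 15 higher were Cth, Ddit4 (0.64), Chac1 (0.43) and Asns (0.43). Among the 12 lower were Hspa5 (-0.30) and Hsp90b1 (-0.19).

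Genes that suppressive MDSCs use were not moved as a group, with a median of -0.01 over 19 genes above 5798 random lists. Slc7a2, an arginine importer, was 1.91-fold higher and Ptgs2 2.23-fold lower, with Wfdc17 at -0.46 and Vegfa at 0.23. Nos2 (0.36), Ido1 (0.22), Il10 (-0.11) and Il4i1 (-0.09 on 1437612_at) were below the floor on both arrays and not counted. With no floor, which adds them, the median was still -0.01. Probe set 1419192_at was not part of the list. Neutrophil genes were read in 3 lists by stage. All 6 primary granule and promyelocyte genes were lower, with a median of -0.22 below 9974 of 10000 random lists, namely Ms4a3 (-0.57), Gfi1 (-0.34), Mpo (-0.27) and Elane (-0.18) in front, none of them 1.5-fold apart. Without the farthest member the median was -0.18, inside the central 95%. Secondary and tertiary granule genes had a median of -0.04 over 14 genes, above 4060 random lists, with Padi4 (0.32) and Pglyrp1 (0.19) higher and Mmp9 (-0.19) and Ltf (-0.19) lower. Mature neutrophil genes had a median of -0.09 over 15 genes, above 1616 random lists, with Il1b (-0.62), Clec4d (-0.50) and Slfn4 (-0.23) lower and the chemokine receptor Cxcr2 (0.44) higher.

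Among other cell types that such cultures can hold, only the eosinophil list left the central 95%. Its 5 members above the floor had a median of 0.43, above 9998 of 10000 random lists, and the granule proteins Prg2 (0.55), Epx (0.43) and Prg3 (0.18) and the receptor Siglecf (0.48) were higher, while Alox15 (-0.05) was not. With no floor, which adds the dim Il5ra (-0.12) and Ccr3 (-0.04), the median was 0.18. Prg2 had 2022 in control and 2954 in silncMDSC, so eosinophil message was present on both arrays. Mast cell and basophil genes had a median of 0.06 over 12 genes, above 8804 random lists, with Cpa3 (0.48), Cd200r3 (0.35) and Tpsb2 (0.14) higher and Fcer1a (-0.44) lower. Megakaryocyte and platelet genes had a median of -0.001 over 10 genes, above 4042 random lists, with Itgb3 at 0.67, Ppbp at -0.62, Pf4 at -0.43 and Clec1b at -0.24. Progenitor genes had a median of -0.03 over 14 genes, above 3032 random lists, with Sox4 (-0.64) and Tal1 (-0.19) lower and Flt3 (0.34) and Cd34 (0.31) higher.

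Lymphoid, erythroid and stromal genes stayed near the level of random lists. T and NK cell genes had a median of 0.05 over 11 genes, above 7519 random lists, although the NK receptor Klrd1 was 1.88-fold higher (Il7r -0.31, Cd3d 0.19, Cd3e 0.12). B cell genes had a median of -0.04 over 11 genes, above 2156 random lists (Igll1 0.36, Blnk -0.23, Ms4a1 -0.17, Blk 0.16). Erythroid genes had a median of 0.05 over 6 genes, above 7397 random lists (Tfrc -0.30, Gata1 0.29, Car2 0.20, Epb42 -0.16). Stromal genes had a median of 0.11 over 6 genes, above 8665 random lists (Acta2 -0.51, Thy1 0.33, Col1a2 0.13, Col5a1 0.11). Xist (0.14) and the Y-linked Eif2s3y (-0.08) and Kdm5d (-0.13) were above the floor on both arrays, while Tsix, Uty and Usp9y were below it on both. The 3 sex-linked genes above the floor had a median of -0.08, above 2908 random lists.

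The lists of growth and chromatin genes had medians inside the central 95% of random lists. Cell cycle genes had a median of -0.03 over 30 genes, above 4534 random lists, with 0 genes 1.5-fold apart (Cdc6 -0.29, Ccnb2 0.26, Ccne2 -0.23, Mcm2 -0.23). That median lay between 14 genes higher and 16 lower. Mcm2 to Mcm6 and Pcna, of DNA replication, were lower (-0.23 to -0.10), but Mcm7 (0.11) was not. Ccnb2 and Bub1b (0.16), of mitosis, were higher, but Aurka (-0.13) was not. This grouping was made after the values were seen. Genes of the WDR5 and H3K4 methyltransferase complexes had a median of -0.03 over 18 genes, above 4062 random lists, with Wdr5 and Dpy30 (-0.34) at one end (Paxip1 -0.25, Wdr82 -0.20). The C/EBP family had a median of -0.10 over 7 genes, above 1703 random lists, with Nfil3 at 0.40, Cebpb at -0.15, Cebpd at -0.13 and Cebpa at -0.13. Genes of p53 signalling and apoptosis had a median of -0.05 over 14 genes, above 2907 random lists, and among them the death genes Bcl2l11 (0.84, from 0.20 to 0.70 on its other probe sets), Bbc3 (0.42) and Trp53inp1 (0.35) were higher and Bid (-0.47) lower. Ribosomal protein genes had a median of 0.02 over 19 genes, above 9252 random lists, at most 0.08 from 0 and, apart from Rps6, bright enough for differences to be compressed (Rps14 0.08, Rps15 0.08, Rpl10a 0.06, Rps18 0.05). Housekeeping genes had a median of -0.02 over 12 genes, above 5530 random lists (Tfrc -0.30, Gusb -0.18, Pgk1 0.15, Sdha -0.11). In all, 11 of the 35 lists lay outside the central 95% of their random lists, 7 above and 4 below, where 1.75 would by chance if lists were independent, which overlapping lists are not. The random lists were matched on level only. Members of a real list may vary together more than random genes do, so 1.75 may be too low and the excess over it is not a test.

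**Figure D3:**
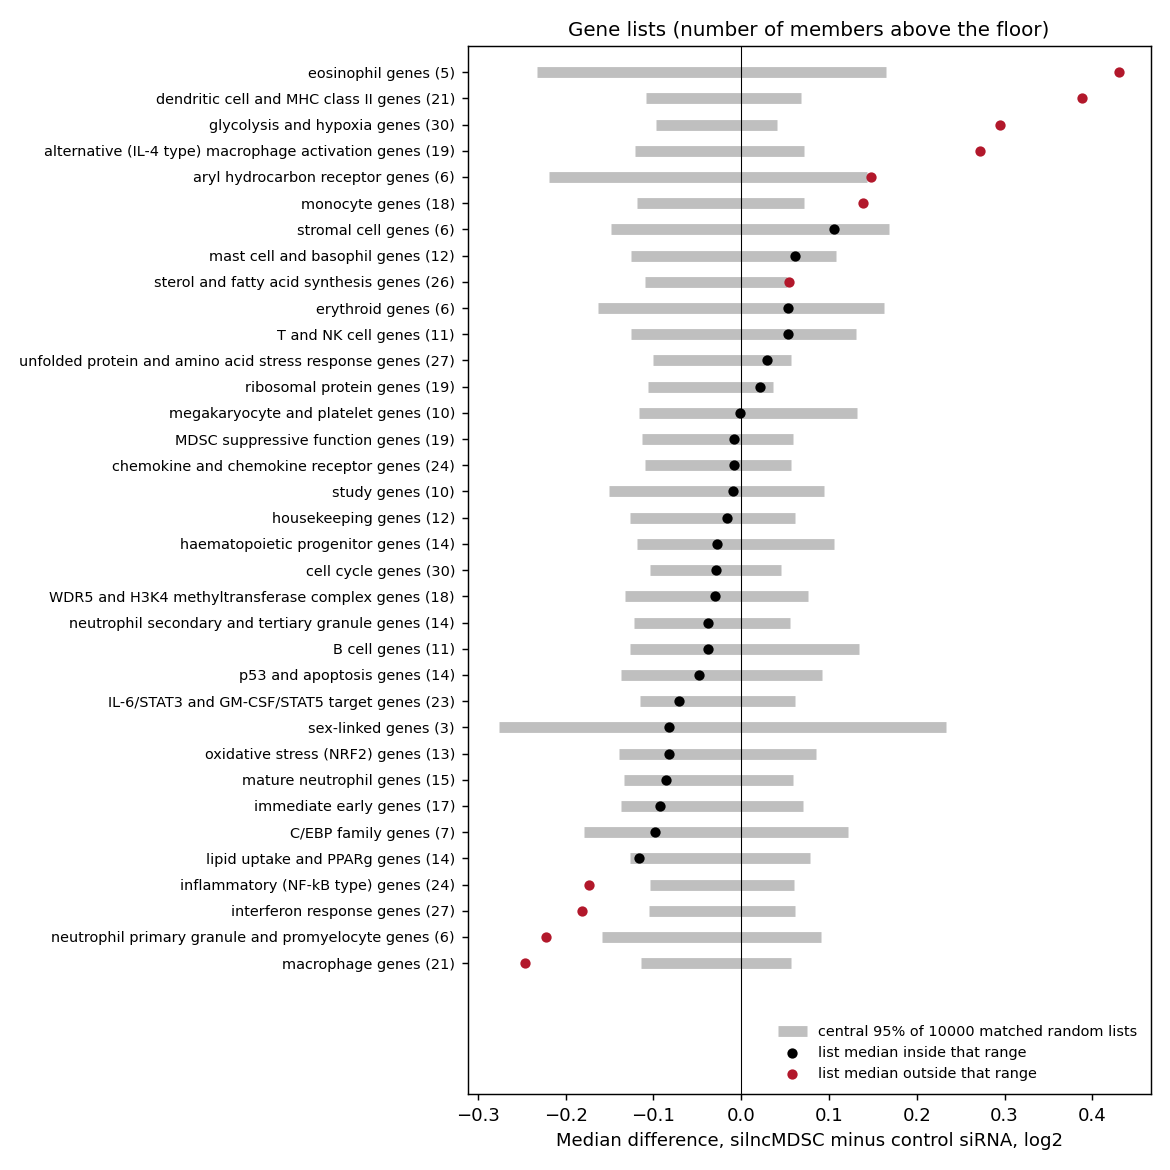
Red and black points are the median silncMDSC minus control difference (x axis, log2) of each of 35 gene lists, with the number of members above the floor in brackets, and grey bars span the central 95% of 10000 matched random lists. Red points lie outside their bar, from -0.25 for macrophage genes to 0.43 for eosinophil genes.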

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

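Probe set 1419192_at stood outside the comparison of genes because the annotation gives it to both Il4i1 and Il4i1b, and it was far above the control array, by 1.26 (log2). The comparisons with probe sets of like level and with background were chosen after the result was seen, and the test on the brightest Nup62 probe set before it. The dimmer Nup62 probe sets were added after.

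The pattern is that 1419192_at was 2.40-fold higher in silncMDSC while 1437612_at, annotated to Il4i1 only, was not. Of the 1000 probe sets nearest in mean level, 0 were as far apart, but the probe set was singled out for its size, so the ordinary spread of single probe sets is not excluded. All 4 Nup62 probe sets above the floor were lower in silncMDSC, with differences of -0.077 for the brightest and -0.07, -0.09 and -0.13 for the 3 dimmer ones, short of the rise of 0.63 set beforehand, which argues against a rise of Nup62 and Il4i1b together in like proportion, though not against one of Il4i1b alone or of a read-through that is a small part of Nup62 message. The higher of the 2 intensities of 1437612_at was 73.3, under the floor of 78.4, so its lack of a difference may only reflect a signal near background. With 1 array per group, a difference between single cultures unrelated to the siRNA cannot be told apart from an effect of it on Il4i1 message, which stays a hypothesis on these arrays, and the further measurements that the study made of Il4i1 by other methods are not used here.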

How the results depend on the processing

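No result changed sign among the lists outside the central 95% or the named genes at least 1.5-fold apart, and 389 of 415 list medians and 1317 of 1347 values of single named genes moved by less than the spread of random lists or of genes of like level. No paired analysis was possible because each group has 1 array, and no array could be left out in turn. With the floor at the 75th percentile, 3 lists kept too few members for a value, and 1 list did with the mean of probe sets and without the farthest member. Dim genes lie close to background, which limits what they can show. Genes at least 2-fold higher numbered 113 at a 1.5-fold threshold and 2 at 3-fold, and genes lower 169 and 2, and with a pseudocount of 16 only 10 were lower, since it shrinks dim genes. Probe sets lower numbered 14 with that pseudocount, and with no floor 45 were higher and 52 lower, since dim probe sets enter. For the rest the cause was not tested. With no floor the medians were -0.18 for macrophage genes, 0.18 for eosinophil genes, 0.073 for chemokines and -0.026 for stromal genes. With the floor at the 75th percentile they were 0.36 for IL-4-type genes, -0.087 for progenitor genes, 0.030 for B cell genes and -0.21 for megakaryocyte genes, and with the floor on the mean -0.086 for chemokines. With the mean of all probe sets they were -0.22 for NF-κB genes, 0.34 for dendritic cell genes, -0.021 for the C/EBP family, -0.012 for STAT targets, -0.15 for oxidative stress genes, -0.11 for chemokines and -0.011 for stromal genes. Without cross-hybridising probe sets they were -0.35 for NF-κB genes and -0.10 for chemokines, and after another quantile normalization 0.015 for cell cycle genes and 0.34 for glycolysis and hypoxia genes. Without the farthest member they were 0.22 for IL-4-type genes and -0.086 for chemokines. Without shared members they were 0.14 for the study's genes, 0.50 for IL-4-type genes, -0.19 for immediate early genes and -0.11 for chemokines. Of the 11 lists outside the central 95%, 8 stayed outside under each of 12 alternatives, while the primary granule list came inside under 1, the sterol list under 2 and the aryl hydrocarbon receptor list under 3. The chemokine list, inside at first, was outside with no floor, as were the lipid uptake list with the loess trend removed, the oxidative stress list with the mean of probe sets and the immediate early list without shared members.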

Other observations

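Genes that build ribosomes were lower in the silncMDSC culture. Nolc1 and Nop58 were more than 2-fold lower, and the nucleolar genes Dkc1 (-0.92), Gnl3 (-0.94), Wdr75 (-0.94) and Tsr1 (-0.92) were close to that. A further list of 56 ribosome assembly genes, written after these had been seen and without them, had 55 members above the floor, of which 54 were lower, 19 of them at least 1.5-fold. Rrp12 (-0.88, below the floor in silncMDSC), Rrp15 (-0.86), Ppan (-0.86) and Rrs1 (-0.84) led it. Nat10 (0.13) was the 1 member higher, and the list's median of -0.47 was below each of 10000 matched random lists. With the main settings it was the list farthest from 0 on these arrays when set beside the 35 fixed ones. Over other settings the IL-4-type list reached 0.50 and the eosinophil list 0.47. Myc, a known driver of ribosome assembly genes, differed by -0.78, and cell cycle genes by a median of -0.03, with 14 of 30 higher and 16 lower.

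Besides the genes named above, those at least 2-fold higher were Ltc4s, which makes leukotriene C4 (1.08), the iron regulator Hfe (1.04), the death gene Bmf (1.02), Sdc1 (1.01, with other probe sets near 0), the lipid phosphatase Lpin1 (1.01), Car4 (1.01) and, just past that size, the class II accessory chain H2-Ob. The receptor Nrp1 (-1.03) and Trgv4 (-1.05) were at least 2-fold lower. These were named after their values were seen. Of 932 probe sets with several genes, 3 were at least 2-fold apart, 1419192_at, 1438527_at (-1.03) and 1455904_at (-1.19).

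Of the tests that follow, the one on unseen ribosome assembly genes was chosen before its result was seen. The tests on scaling, on a lower macrophage share and on RNA integrity were chosen after.

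Macrophage genes were lower and MHC class II genes higher. With a loess trend on level removed, the macrophage median was still -0.21, below each of 10000 random lists, which argues against scaling or an intensity trend. If a lower share of macrophages lowered all their transcripts alike, members would lie near the list's median. However, 8 of 21 lay more than 0.35 from it, where 1.90 would at the rate of all genes. Adgre1 and C1qa were level, C1qb (-0.25) and C1qc (-0.23) lay at or near the median, and Mrc1, Msr1, Apoe and Maf were far below it. This argues against an even fall only. Of the 21 members, 5 were higher and 16 lower. The paper reported more macrophages by flow cytometry after knockdown of lnc-C/EBPβ with an shRNA, which is the opposite direction to a lower share. The cells of these 2 cultures were not counted here, and how much of each transcript other cells made was not measured. A lower share of macrophages on these arrays is therefore not excluded. A candidate explanation is a different state or subset of macrophages and dendritic cells after the siRNA, which was not tested and stays a hypothesis. With 1 array per group, a difference between single cultures unrelated to the siRNA cannot be told apart from it.

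Ribosome assembly genes were lower while hypoxia genes were higher. The median of -0.47 in genes not seen before the test argues against a few genes picked for their size, and it ranged from -0.47 to -0.38 over 9 other settings, chosen after seeing the data. The 3' minus 5' difference of beta-actin and Gapdh differed by at most 0.079 between the arrays, but these controls are near the top of the scale, where a difference is compressed, while those of the transferrin receptor (0.50) and pyruvate carboxylase (-0.06) rest on 5' probe sets below the floor, so RNA integrity is not excluded. With 1 culture per group, a difference in density or medium of the cultures, which would act on oxygen and growth too, cannot be told apart from an effect of the siRNA.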
